A study of Homo sapiens with 9 samples. Its data were reported in "BMAL1 and ARNT enable circadian HIF2α responses in clear cell renal cell carcinoma" (2025).

How the data were processed

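RNA was sequenced from 786-O cells, an established human cell line derived from a clear cell renal cell carcinoma that lacks functional VHL and so accumulates HIF2α (EPAS1) at normal oxygen. The cells carried a lentiviral short hairpin RNA (shRNA) that was a control (shControl), targeted ARNT (shARNT) or targeted BMAL1 (shBMAL1). Each group had 3 libraries, labelled as biological replicates, which gave 9 libraries in all. Groups and replicate numbers were taken from the sample labels.

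The values analysed here were estimated counts deposited by the authors, given as total reads per gene on a linear scale. Per the labels and the methods of the study, paired-end reads from stranded mRNA libraries were aligned to GRCh37 with SeqMan NGen and counted with ArrayStar. The gene annotation behind the counts and the strand setting of the counting were not stated, so genes that overlap on opposite strands and genes with near-identical copies were treated as uncertain. The table held 38074 rows for the 9 libraries. A value of 0.009 stood in for 0 and filled 46.3% of the cells, and it was set to 0. Of the other values, 6.14% were fractional and were rounded to whole numbers before any count model was fitted. These fractional values held 5.58% of all reads. Rows that shared a gene name (53 rows) were added to the row of the same name, which left 38021 genes. In 28 rows a spreadsheet had turned the symbol into a date, and these rows stayed in the fits but were not named. No library was filtered or pooled.

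Library totals ran from 33793043 to 35444731 reads, so a difference in depth of this size has little effect on precision. Pairs of libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom between 7.53 and 17.8, so no library was a second copy of another. Pairs from different groups gave 47.7 to 102.

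Each comparison was fitted in DESeq2 version 1.42.0 on the 6 libraries of its 2 groups, with median-of-ratios size factors, the Wald test, independent filtering at 0.1 and Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p under 0.1, the tool and threshold that the study used. Comparisons were shARNT against shControl, shBMAL1 against shControl, and shBMAL1 against shARNT, the last of which is called the direct comparison. Fold changes are log2 values with their standard errors (SE). All p values are two-sided. Normalised read counts are counts divided by size factors estimated over all 9 libraries, given as mean ± SD. R was version 4.3.3.

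Gene lists were tested with fgsea version 1.28.0 on genes ranked by the DESeq2 Wald statistic, which gives a normalised enrichment score (NES). The lists were 99 genes known to respond to hypoxia, 12 genes that BMAL1 with CLOCK is known to activate, 86 ribosomal protein genes and 39 proteasome genes. The hypoxia list was written by hand, and the gene set the study tested was not used here. The 8 tests of 4 lists in 2 knockdowns were adjusted together, and the 4 direct tests were adjusted separately. The same lists were tested with camera (preset correlation 0.01, and estimated correlation) and with fry, both from limma version 3.58.1, on log2 counts scaled to library size (edgeR's cpm) with a prior count of 2 after edgeR's default expression filter and TMM scaling. Within each list, genes were also counted with p values adjusted over the list alone.

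Both knockdowns were compared with the same control libraries, so chance values in those libraries enter both comparisons. Counts were therefore simulated 20 times with no effect in either knockdown, and 20 times with the effects of shBMAL1 shuffled among genes of similar expression so that they were independent of those of shARNT. An expected overlap was also computed under independence within 50 bins of expression. GC content and transcript length came from the GENCODE annotation lifted to GRCh37, to which 23628 genes were matched by symbol or RefSeq synonym. These matched genes held 97.5% of the reads. The length of 5′ untranslated regions was not analysed here. Coordinates are 1-based on GRCh37.

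Alternatives fixed before the data were examined were edgeR's quasi-likelihood test (version 4.0.16) with TMM scaling, DESeq2 with TMM size factors, a filter of at least 10 counts in at least 3 libraries, an adjusted p under 0.05, a minimum change of 1.5-fold, a single fit of all 9 libraries, a fit with the replicate number as a block, and fits that left out each library in turn. A correction of each library for GC content was added after the data were seen. It divided counts by a loess curve (span 0.3) of each library's log2 deviation on GC content, fitted on genes with a mean of at least 50.

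Genes named in the text followed a rule set beforehand. They were members of the bHLH-PAS family, genes named in the study's text, the 4 most lowered and 4 most raised genes in each knockdown, and the 3 most lowered and 3 most raised genes of the hypoxia and clock lists in each knockdown. The last 2 kinds had to have an adjusted p under 0.1, a mean of at least 100 normalised counts, and no overlap between the 3 knockdown and 3 control libraries. Genes named outside this rule are stated as such. Not every gene that met the rule is described.

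The procedures were tested on simulated counts of 24314 genes with 200 changed genes. Each changed gene had a mean of at least 50 counts and was raised or lowered by exactly 2-fold. DESeq2 recovered 183 of them (91.5%) with 10.7% of its calls false, and edgeR recovered 188 (94%) with 13% false. Recovery of smaller changes was not tested, although the median absolute log2 fold change of called genes was 0.34 under shARNT and 0.46 under shBMAL1. Many more genes were also called there than were changed in the simulation. Lists written for the closing section held 38 interferon-stimulated genes, 40 liver and kidney tubule genes, 15 leukocyte markers and 6 abundant hepatocyte genes, all 6 of which the liver and tubule list also holds. Each list of the first 2 kinds left out the genes that had drawn attention to it, and the 6 tests of these lists in 3 comparisons were adjusted together.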

Results

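Polyadenylated RNA was sequenced from 786-O cells that expressed shControl, shARNT or shBMAL1, with 3 libraries per group. Each library held between 33793043 and 35444731 reads, with group means of 34895920 ± 513648 in shControl, 35081123 ± 324211 in shARNT and 34489966 ± 673617 in shBMAL1 (SD, n = 3). At least 1 read was counted for 20068 to 20778 genes per library. Mitochondrial genes took 6.21% ± 0.854 of the reads in shControl, 8.06% ± 0.604 in shARNT and 9.33% ± 0.538 in shBMAL1 (SD, n = 3). Each knockdown group lay wholly above the control group in this share, with an exact two-sided permutation p of 0.1 in both cases, the smallest that 3 against 3 libraries allow.

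The targeted genes were examined first. ARNT (chromosome 1, 150782189 to 150849184, minus strand, protein-coding) had 2352 ± 184 normalised read counts in shControl, 1226 ± 23.2 in shARNT and 2014 ± 76.2 in shBMAL1 (SD, n = 3). Its log2 fold change was −0.94 (SE 0.07, DESeq2 adjusted p 8.81e-35) under shARNT. The alternative that moved this value most left out control replicate 2 and gave −0.88. BMAL1, listed in the files as ARNTL (chromosome 11, 13298199 to 13408813, plus strand, protein-coding), had 761 ± 32 counts in shControl, 633 ± 57.8 in shARNT and 326 ± 29.2 in shBMAL1. It fell by 1.23 on the log2 scale under shBMAL1 (SE 0.11, adjusted p 2.51e-25). Each targeted gene was thus lowest in all 3 libraries that carried its own shRNA.

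Each knockdown also came with a smaller fall of the other gene. ARNT changed by −0.23 under shBMAL1 (SE 0.08, adjusted p 0.0187) and BMAL1 by −0.26 under shARNT (SE 0.10, adjusted p 0.0294). Both falls kept their sign in each fit that left out a library, but the calls were not kept in all of them. Such fits have fewer libraries and had larger SEs, so the losses are not shown to come from particular libraries. The adjusted p for ARNT under shBMAL1 was 0.162 without control replicate 2, with a log2 fold change of −0.16, and 0.109 without shBMAL1 replicate 2. For BMAL1 under shARNT it was 0.15 without control replicate 2, with a log2 fold change of −0.23, and 0.22 without shARNT replicate 3, with −0.19.

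Other members of the bHLH-PAS family moved as well. ARNT2 was lower under shARNT (−0.59, adjusted p 1.31e-08) and under shBMAL1 (−0.38, adjusted p 0.000951). BMAL2 (ARNTL2 in the files) was also lower under both, by −0.26 (adjusted p 0.00616) and −0.58 (adjusted p 2.83e-09). EPAS1, which encodes HIF2α, went from 11110 ± 568 counts in shControl to 9426 ± 594 in shARNT, a log2 fold change of −0.23 (adjusted p 0.000563). Under shBMAL1 no change of EPAS1 was called (−0.06, adjusted p 0.546), and the direct comparison gave 0.18 (adjusted p 0.0395). HIF1A was higher under shARNT (0.42, adjusted p 2e-11) and shBMAL1 (0.61, adjusted p 2.36e-18). CLOCK was lower under shBMAL1 (−0.43, adjusted p 2.31e-06), was not called under shARNT (−0.11, adjusted p 0.254), and was lower in shBMAL1 than in shARNT (−0.31, adjusted p 0.000358). The correction for GC content, chosen after the data were seen, called it under shARNT (−0.16, adjusted p 0.0875). NPAS2 was called in neither knockdown, with 0.16 (adjusted p 0.254) and 0.24 (adjusted p 0.116). Under shBMAL1 it passed the threshold in several alternative fits, among them those without shBMAL1 replicate 3 (0.34, adjusted p 0.0201) and without control replicate 1 (0.30, adjusted p 0.0918). HIF3A had 0 counts in all 9 libraries, where fewer than 3 counts could go unseen.

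**Figure D1:**
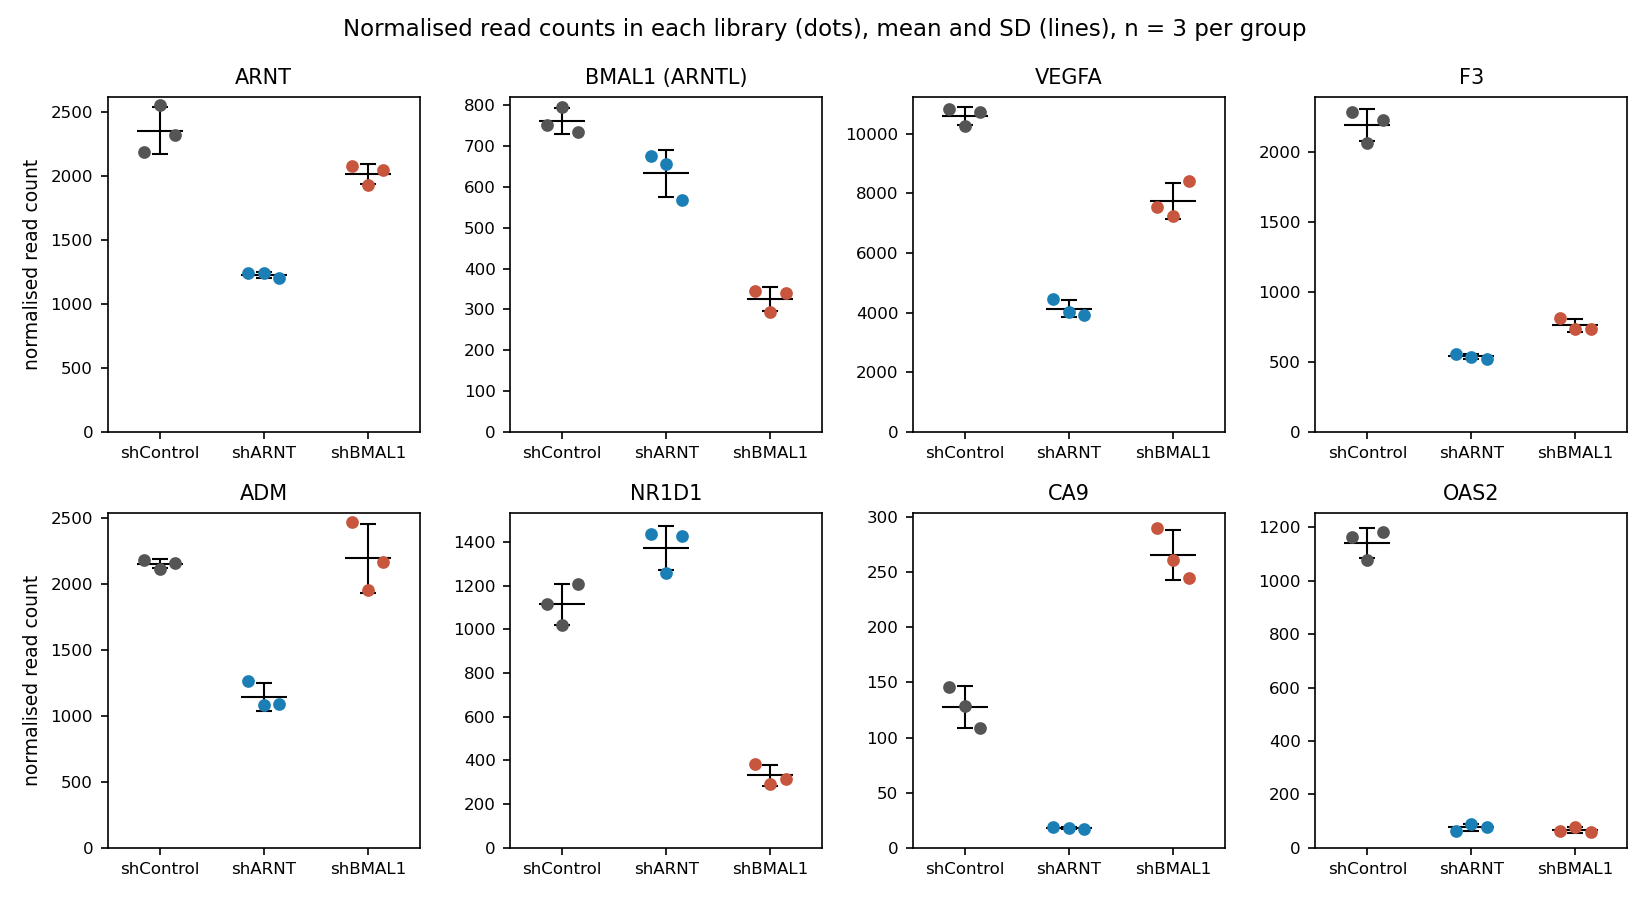
Normalised read counts (vertical axis, linear, starting at 0) of 8 genes in the 3 groups (horizontal axis), with a dot per library and lines for the mean and SD of 3 libraries. ARNT sits near 1226 in shARNT against 2352 in shControl, BMAL1 near 326 in shBMAL1 against 761, and CA9 lies below the control libraries in shARNT and above them in shBMAL1.

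The comparison of shARNT with shControl asked which transcripts depend on ARNT. Of 15164 genes tested, 5374 were called changed (35.4%), of which 2878 were lower and 2496 higher. The median absolute log2 fold change among these was 0.34, and 258 were lower and 174 higher by at least 2-fold. The alternative that moved the number most was a minimum change of 1.5-fold, which left 1200 genes. The most lowered of the well-measured genes was OAS2 (chromosome 12, 113416200 to 113449528), with 1142 ± 56.1 counts in shControl and 77.7 ± 12.6 in shARNT, a log2 fold change of −3.87 (SE 0.13, adjusted p 6.84e-181). ACKR3 (−3.24), EPSTI1 (−2.69) and IFI27 (−2.63) followed. The most raised were GPNMB, from 28.8 ± 6.57 to 232 ± 13.9 counts (3.01, SE 0.24, adjusted p 8.56e-35), the long non-coding RNA KCCAT211 (2.37), OGDHL (2.14) and C1S (2.07). Genes that overlap others, such as KCCAT211 and C1S, carry counts that are uncertain because the strand setting of the counting was not stated.

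The comparison of shBMAL1 with shControl asked the same of BMAL1. Of 19036 genes tested, 7005 were called changed (36.8%), of which 3696 were lower and 3309 higher. Here the median absolute log2 fold change was 0.46, and 460 were lower and 894 higher by at least 2-fold. OAS2 was again the most lowered (−4.11, SE 0.14, adjusted p 2.19e-175), followed by MX2 (−3.42), ASB2 (−3.20) and KCNK3 (−3.13). The most raised was SLC2A2, from 7.7 ± 5.15 to 546 ± 37.7 counts (6.15, SE 0.33, adjusted p 2.11e-74), followed by ITIH2 (5.39), LBP (5.25) and MMP13 (4.85). The order of the first 3 is uncertain, since LBP had a mean of 6.35 ± 5.76 counts in shControl and its log2 fold change was 6.32 without control replicate 2, and 3.55 under shARNT without that library. MMP13 (chromosome 11, 102813724 to 102826461) rose from 170 ± 12.1 counts in shControl to 4917 ± 157 in shBMAL1. All 4 raised genes were also higher under shARNT, by 3.13, 1.64, 2.48 and 1.76 respectively, and each was higher in shBMAL1 than in shARNT in the direct comparison, with adjusted p values of at most 3.76e-22.

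The direct comparison tested whether the knockdowns differed from each other. Of 18181 genes tested, 6409 were called different (35.3%), with 3270 lower and 3139 higher in shBMAL1 than in shARNT. By at least 2-fold, 284 were lower and 747 higher in shBMAL1.

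Genes lowered by both shRNAs address which transcripts depend on both proteins. There were 1624 such genes, which was 56.4% of those lowered by shARNT and 43.9% of those lowered by shBMAL1. Among the 15163 genes tested in both comparisons, independence within bins of expression gave 844 genes, so the observed number was 1.92 times as large. A further 1106 genes were higher in both, against 500 under independence, and 542 genes were called in opposite directions, against 1265. Because both comparisons used the same control libraries, the overlap was also set against simulations. With no effect in either knockdown, 0 to 1 genes were lower in both over 20 draws. With independent effects and shared controls, 573 to 652 genes were, with a mean of 615 from 2252 and 3087 lowered genes.

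Across 15558 genes with a mean of at least 10 normalised counts, the log2 fold changes of the knockdowns had a Pearson r of 0.523 and a Spearman rho of 0.455. Genes are not independent replicates, so no p value is given. Simulated knockdowns with no effect, set against the shared control libraries, gave a mean r of 0.513 (0.478 to 0.573) from chance values alone. Simulated independent effects gave a mean r of 0.128 (0.0984 to 0.157). The r therefore has to be read against the second value, since real effects were present in both knockdowns. The fit that moved r most left out shARNT replicate 1 and gave 0.45.

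**Figure D2:**
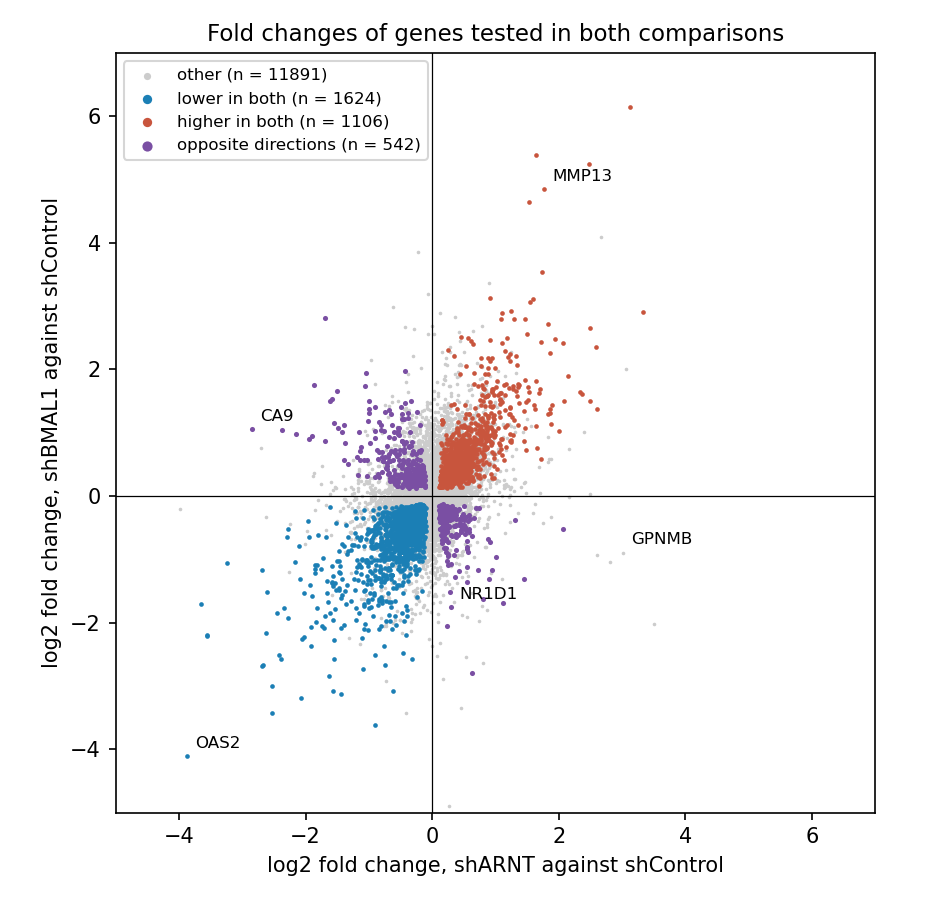
Log2 fold change under shARNT (horizontal axis) and under shBMAL1 (vertical axis), each against shControl, for the genes tested in both comparisons, with 3 genes beyond the axes not drawn. Coloured points passed an adjusted p of 0.1 in both comparisons and fall into 1624 genes lower in both, 1106 higher in both and 542 in opposite directions.

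Genes lowered by only one shRNA need a direct test before they can be said to differ. These sets include the genes called in opposite directions, 272 lowered by shARNT and 270 lowered by shBMAL1. Of 1254 genes lowered by shARNT only, 910 were lower in shARNT than in shBMAL1 in the direct comparison (72.6%, 95% Wilson interval 70 to 75%). Of 2072 genes lowered by shBMAL1 only, 1592 were lower in shBMAL1 (76.8%, interval 75 to 78.6%). The other 344 and 480 genes were not shown to differ between the knockdowns. The direct comparison used the same knockdown libraries that chose these sets. A chance low value in a knockdown therefore raises these shares, by an amount that was not tested. The alternative that moved these shares most was a 1.5-fold minimum, which gave 60.8% and 46.8%. Across fits that left out a library, the shares ran from 62.2% to 75.2% and from 64.5% to 81.5%. The Wilson intervals are narrower because they treat genes as independent, so they do not measure the spread between libraries. Of the 1624 genes lowered by both, 709 differed between the knockdowns and 915 did not.

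The hypoxia list addresses HIF-driven expression. Under shARNT its NES was −2.70 (adjusted p 1.95e-19) and the median log2 fold change of its 94 tested genes was −0.39, with 77 below 0. Of these, 58 were lower and 8 higher over all genes tested, and 62 and 10 adjusted over the list alone. Under shBMAL1 the NES was −1.83 (adjusted p 0.000292) and the median of 97 tested genes was −0.22, with 62 below 0. There 50 genes were lower and 21 higher, and 52 and 22 adjusted over the list alone. Median log2 fold changes of all tested genes were 0.0028 and 0.015. Both calls held under fry (adjusted p 3.16e-05 and 0.00093). With camera's estimated correlation between genes the call under shARNT held (adjusted p 0.0217) and that under shBMAL1 did not (0.176). The list was lower in shARNT than in shBMAL1 in the direct comparison (NES 2.23, adjusted p 6.17e-08, fry 0.000271), though not with the estimated correlation (0.127). Of the 94 genes tested in both, 39 were lower in both, 19 by shARNT only and 11 by shBMAL1 only. The 19 include 10 genes that were higher under shBMAL1, and the 11 include 2 that were higher under shARNT.

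Single genes of this response fell into different classes. VEGFA (chromosome 6, 43737921 to 43754224) went from 10599 ± 302 counts to 4132 ± 293 in shARNT (−1.36, SE 0.06, adjusted p 6.78e-115) and 7737 ± 607 in shBMAL1 (−0.46, SE 0.07, adjusted p 1.17e-09), and the knockdowns differed (0.90, adjusted p 1.29e-29). F3 fell by −2.02 and −1.53, and STC1 by −1.82 and −1.09. PLAUR fell more under shBMAL1 (−1.67) than under shARNT (−0.65), with a direct adjusted p of 2.58e-31. ADM (chromosome 11, 10326620 to 10328944) was lowered by shARNT (−0.91, SE 0.08, adjusted p 1.6e-30) and not changed detectably by shBMAL1 (0.03, SE 0.09, adjusted p 0.868), and the sign of the latter turned without shBMAL1 replicate 1 (−0.07). The knockdowns differed in ADM (0.94, adjusted p 1.03e-19).

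DDIT4 was likewise lower under shARNT (−1.14, adjusted p 3.09e-45) and not called under shBMAL1 (−0.23, SE 0.18, adjusted p 0.354), with a direct adjusted p of 1.46e-18. It passed the threshold under shBMAL1 with edgeR (adjusted p 0.0595), without control replicate 2 (−0.31, adjusted p 0.0344) and without shBMAL1 replicate 1 (−0.37, adjusted p 0.0648). NDRG1 changed by −1.61 under shARNT and by −0.16 under shBMAL1 (adjusted p 0.0912), with a direct adjusted p of 3.91e-57. The second call was lost in each fit that left out a library except that without shBMAL1 replicate 1, with an adjusted p of 0.355 without shBMAL1 replicate 2. SLC2A14 had low counts (55.3 ± 8.44 in shControl, 34.5 ± 10.1 in shARNT and 18.2 ± 5.51 in shBMAL1) and shares much of its sequence with SLC2A3, so its counts are uncertain. It was lower under shBMAL1 (−1.61, adjusted p 0.000222) and not called under shARNT (−0.68, adjusted p 0.122), where it passed with edgeR (adjusted p 0.0536), the count filter (0.0923) and without shARNT replicate 3 (−0.93, adjusted p 0.0801). The knockdowns were not shown to differ in SLC2A14 (−0.92, adjusted p 0.106).

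Other genes of the hypoxia list rose. KDM3A was higher under shARNT (0.53) and shBMAL1 (0.62). IGFBP1 was higher under shARNT (0.57, adjusted p 0.00319) and was not called under shBMAL1 (0.35, adjusted p 0.152), except in some alternatives such as the fit without shBMAL1 replicate 3 (0.46, adjusted p 0.0834), and the knockdowns were not shown to differ in it (direct adjusted p 0.352). PPP1R3C rose under shBMAL1 (1.06) with no change called under shARNT (0.02, with a sign that turned without control replicate 3, −0.06), and the knockdowns differed (1.04, adjusted p 8.9e-06). CA9 (chromosome 9, 35673925 to 35681156) went from 128 ± 18.9 counts to 17.7 ± 0.809 in shARNT and 265 ± 22.9 in shBMAL1, log2 fold changes of −2.85 (SE 0.31, adjusted p 6.93e-19) and 1.05 (SE 0.17, adjusted p 2.15e-08). IGFBP3 moved in the same opposite manner (−0.34 and 0.78), and PGAM1, whose transcript has near-identical processed copies, the other way (0.29 and −0.17). The fall of PGAM1 under shBMAL1 (adjusted p 0.0619) was lost without control replicate 1 (0.116), 2 (0.145) or 3 (0.185) and without shBMAL1 replicate 2 (0.252).

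The clock list holds genes that BMAL1 activates with CLOCK. Its NES was 1.86 under shARNT (adjusted p 0.00202) and −1.47 under shBMAL1 (adjusted p 0.0822). Under shARNT 8 of 12 genes were higher, both over all genes and adjusted over the list alone, and 1 of the 12 had a log2 fold change below 0. The median was 0.39. Under shBMAL1 7 were lower and 2 higher (7 and 3 adjusted over the list alone), with a median of −0.30. The direct comparison gave an NES of −2.02 (adjusted p 3.35e-05), which held under fry (2.81e-05) and the estimated correlation (0.0435). The call under shARNT held under both as well (0.000516 and 0.0639). That under shBMAL1 held under fry (0.00205) and not with the estimated correlation (0.176). The correlation estimated there was −0.0091, below the preset 0.01, so correlation between genes does not account for that loss. The call under shBMAL1 was also lost without control replicate 1 (NES −1.36, adjusted p 0.177) and without shBMAL1 replicate 1 (0.129), 2 (0.102) or 3 (0.11). NR1D1 (chromosome 17, 38249046 to 38256842) went from 1114 ± 94.2 counts in shControl to 1373 ± 101 in shARNT (0.30, SE 0.09, adjusted p 0.0025) and 332 ± 47.1 in shBMAL1 (−1.75, SE 0.12, adjusted p 9.97e-48). PER3 (0.43 and −1.19) and NR1D2 (0.52 and −0.60) moved the same way, with adjusted p values of at most 2.36e-06. CIART rose under shARNT (0.88), with no change called under shBMAL1 (−0.16, adjusted p 0.465) and a direct adjusted p of 1.4e-15. CRY2 rose under shBMAL1 (0.51), was not called under shARNT (−0.06), and differed directly (0.57, adjusted p 8.55e-05). PER2 was higher under both (0.36 and 0.43), although without shARNT replicate 1 the first was 0.24 (adjusted p 0.201).

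**Figure D3:**
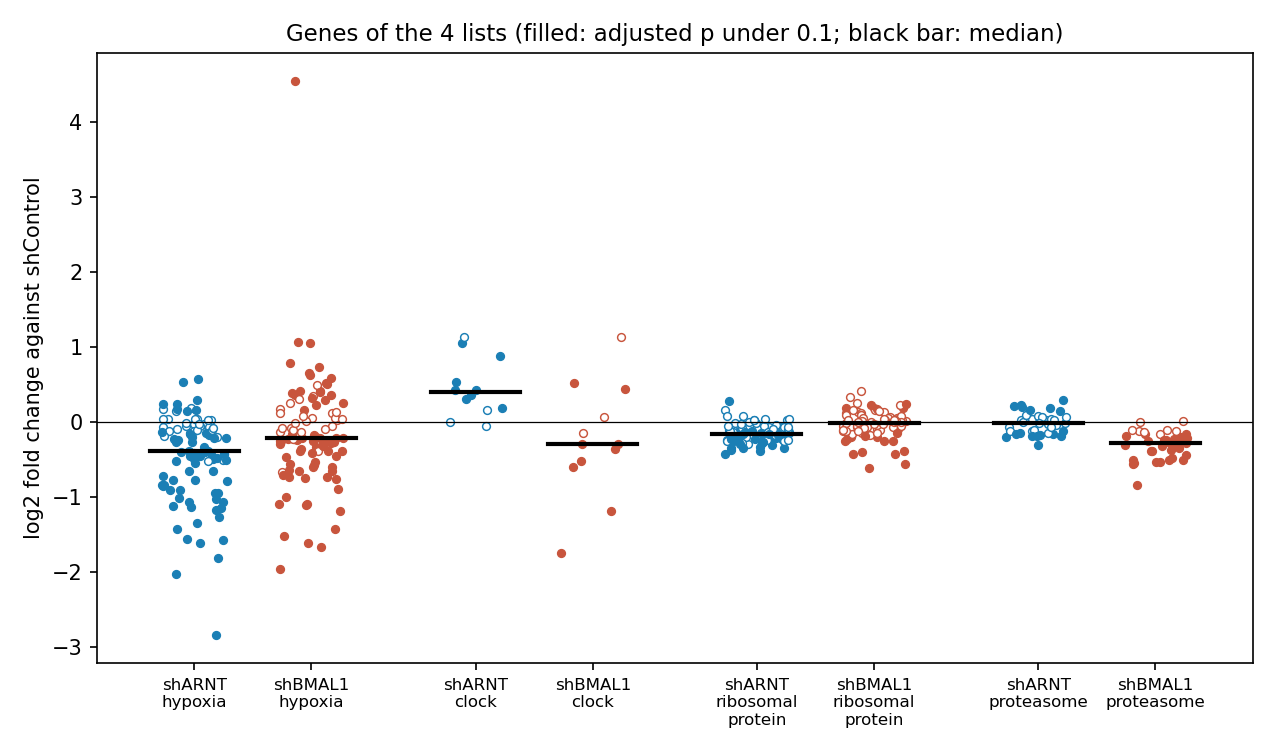
Log2 fold change against shControl (vertical axis) of each tested gene of the 4 lists in both knockdowns (horizontal axis), with filled points at an adjusted p under 0.1 and black bars at the medians. The median of the clock list is 0.39 under shARNT and −0.30 under shBMAL1, and that of the hypoxia list is −0.39 and −0.22, where the outlying point is EPO (chosen after its value was seen), which had 0 counts in the 3 control libraries, so its fitted fold change does not measure a size.

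Ribosomal protein and proteasome genes were tested because the study named such terms for genes lowered by only one shRNA. The study drew those terms from this same experiment. The p values of these 2 lists therefore follow a choice made on the same data and are not independent evidence. The ribosomal protein list was lower under shARNT (NES −2.14, adjusted p 1.78e-07), with a median log2 fold change of −0.17 over 82 tested genes. There 40 genes were lower and 1 higher (43 and 1 adjusted over the list alone). Many of these genes have near-identical pseudogenes, so their counts are uncertain. The call held under fry (0.00388) and not with the estimated correlation (0.119). Under shBMAL1 the list was not called (NES −1.13, adjusted p 0.292, median −0.01), with 15 genes lower and 6 higher (13 and 5 adjusted over the list alone). It passed the threshold without control replicate 1 (NES −1.31, adjusted p 0.0806) or without shBMAL1 replicate 1 (−1.40, adjusted p 0.0823), while without shBMAL1 replicate 3 the NES was −0.696. The knockdowns differed (direct NES 1.78, adjusted p 0.000278, fry 0.00647), though not with the estimated correlation (0.127).

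The proteasome list was lower under shBMAL1 (NES −2.22, adjusted p 1.78e-07), with a median log2 fold change of −0.29 over 37 tested genes. There 29 genes were lower, 31 adjusted over the list alone, and 36 of the 37 had a log2 fold change below 0. This call held under fry (0.000556) and the estimated correlation (0.0679). Under shARNT the list was not called (NES −0.777, adjusted p 0.817, median −0.02), with 10 genes lower and 7 higher, the same numbers as adjusted over the list alone. Its NES there turned to 0.789 without control replicate 2. The direct NES was −2.38 (adjusted p 4.87e-08), which held under fry (0.000271) and the estimated correlation (0.0435).

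GC content and transcript length were compared between the sets lowered by one shRNA only, of which 92.9% and 94.5% of genes had values. Median GC content was 50.6% for genes lowered by shARNT only and 48.7% for genes lowered by shBMAL1 only, against 48.2% over all genes tested in both comparisons. A gene of the first set exceeded a gene of the second in GC content with a probability of 0.548. Median transcript length was 3380 and 3393 bases, with a probability of 0.5. Restricted to genes that the direct comparison also called, these probabilities were 0.571 for GC content and 0.475 for length. Correction of each library for GC content, chosen after the data were seen, reduced the difference in median GC content from 1.92 to 0.959 percentage points.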

Values the study reported

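The study counted genes as changed at a false discovery rate of 0.1. It reported that 42.7% of the transcripts lowered by shBMAL1, and 54.3% of those lowered by shARNT, fell with both shRNAs. In its grouping of lowered genes, 1069 belonged to shARNT alone, 1707 to shBMAL1 alone and 1273 to the overlap.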

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

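The tests on BMAL1 mRNA were chosen after the results were seen, while those on scaling and GC content were set out before their values were computed. Genes and lists appear here because both knockdowns changed them in opposite directions and the direct comparison found a difference. Any such difference is between shRNAs in one cell line, each tested with 3 libraries.

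The clock list rose under shARNT and fell under shBMAL1, with a direct NES of −2.02 (adjusted p 3.35e-05). Of its 6 members named by the selection rule, 3 did the same, with direct log2 fold changes of −2.05 for NR1D1, −1.62 for PER3 and −1.12 for NR1D2. The others did not. CIART rose under shARNT and was not called under shBMAL1 (adjusted p 0.465), PER2 rose in both (0.36 and 0.43), and CRY2 differed the other way (direct log2 fold change 0.57, adjusted p 8.55e-05). In NR1D1, PER3 and NR1D2 all 3 shBMAL1 libraries lay below all 3 control libraries. The selection rule required such a separation, so it adds no evidence. The choice of scaling method did not produce the difference of the list. TMM size factors shifted the direct log2 fold change of all genes by a median of only −0.0016, while the list differed by a median of −0.73. Because the methods barely differed, a scaling error common to both was not tested. After correction for GC content the list's median difference was still −0.70. A rise of BMAL1 mRNA under shARNT is also argued against, because BMAL1 changed by −0.26 there. A rise of BMAL1 protein is not, since the study described slightly more of it after ARNT was depleted. Protein was not analysed here, so that explanation stays open. Another open hypothesis is that loss of ARNT may leave BMAL1 with CLOCK more active on these promoters, for example by freeing target sites. A release of CLOCK from ARNT is argued against, since the study found that tagged ARNT did not bind CLOCK. A difference in circadian phase between cultures at harvest was not tested. The fall of the list under shBMAL1 alone is the less secure part, since its NES was −1.12 (adjusted p 0.427) when genes were ranked by log2 fold change and its adjusted p ran from 0.0639 to 0.177 across fits that left out a library, the highest without control replicate 1.

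CA9 and IGFBP3, both of the hypoxia list, fell under shARNT and rose under shBMAL1, with direct log2 fold changes of 3.90 and 1.12. Both directions of both genes were called in each fit that left out a library, and with edgeR, TMM size factors and GC-corrected counts. For CA9 the log2 fold change across fits that left out a library ran from −2.96 to −2.74 under shARNT and from 0.94 to 1.16 under shBMAL1. Across the list 10 genes showed this pair of calls and 2 the opposite pair. TMM scaling shifted the direct comparison by a median of −0.0016. Apart from the choice of scaling method and GC content, no technical explanation was tested for these genes. The design names a biological difference, the targeted gene, which stays open as untested.

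C1S rose under shARNT (2.07) and fell under shBMAL1 (−0.53, adjusted p 0.0703), a direct log2 fold change of −2.60. PGAM1 rose under shARNT and fell under shBMAL1, a direct log2 fold change of −0.46 (adjusted p 9.75e-08). The falls under shBMAL1 were near the threshold. Across fits that left out a library the adjusted p of the fall ran from 0.0313 to 0.283 for C1S, the highest without shBMAL1 replicate 3, and from 0.0571 to 0.252 for PGAM1, the highest without shBMAL1 replicate 2. After GC correction it was 0.163 for PGAM1. The rise under shARNT was called in each of these fits. Reads of PGAM1 may be shared with its near-identical copies, which was not tested.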

How the results depend on the processing

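All alternatives but the GC correction were fixed before the data were examined. ARNT under shARNT and BMAL1 under shBMAL1 kept direction and call in every alternative, with log2 fold changes from −0.99 to −0.88 and from −1.27 to −1.15 across the 6 fits of each that left out a library.

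Numbers of called genes stayed within 1.5 times in every alternative except the 1.5-fold minimum, which by construction drops smaller changes. It left 1200 genes for shARNT (711 lower, 489 higher), 2606 for shBMAL1 (1070 lower, 1536 higher), 2064 for the direct comparison (696 lower, 1368 higher) and 311 genes lowered by both. Higher genes outnumbered lower genes among the shBMAL1 calls with that minimum and also with GC-corrected counts (3446 lower, 3790 higher), whereas lower genes were the larger part without either. The direct comparison turned in the same way with that minimum and with GC-corrected counts (3140 lower, 3512 higher). With edgeR it was nearly even (3505 lower, 3508 higher), and lower genes were the larger part in its main fit (3270 lower, 3139 higher). The cause was not tested. Across fits that left out a library, shARNT gave 4174 to 4508 genes, shBMAL1 5744 to 6347, the direct comparison 5087 to 5928, and 1334 to 1596 genes were lowered by both. edgeR called 6027, 7672 and 7013 genes in these comparisons, among them 5331, 6794 and 6257 of the genes that DESeq2 called, in the same direction.

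The labels give the groups the same replicate numbers, but the numbers did not pair the libraries. Deviations from the group means correlated between −0.166 and 0.127 for the 9 same-numbered pairs and between −0.279 and 0.259 for the other 18. A fit with the replicate block called 4150, 5742 and 5388 genes and 1315 genes lowered by both. It removed the calls of C1S (adjusted p 0.133), NDRG1 (0.104) and PGAM1 (0.146) under shBMAL1 and added that of DDIT4 (0.0352), and it changed no other call of a named gene or list. Its share of genes lowered by shBMAL1 only that differed directly was 74.9%, and its correlation across genes was 0.483.

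Among genes lowered by shARNT only, the share that differed directly was 69.6% at an adjusted p under 0.05, 60.8% with the 1.5-fold minimum, 78.2% in one fit of all 9 libraries and 75.1% after GC correction, and 62.2% to 75.2% across fits that left out a library. For genes lowered by shBMAL1 only it was 79.3% with edgeR, 73.2% at an adjusted p under 0.05 and 46.8% with the 1.5-fold minimum, and 64.5% to 81.5% across fits that left out a library. Fits with fewer libraries in the direct comparison call fewer genes there. The cause of the other shifts was not tested. The correlation across genes ran from 0.45 to 0.556 across such fits, with lower values wherever a knockdown library was left out.

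The clock list under shBMAL1 kept its direction and lost its call with edgeR (NES −1.43), the count filter (−1.46), ranking by log2 fold change (−1.12) and camera with estimated correlation (adjusted p 0.176), and its NES ran from −1.53 to −1.36 across fits that left out a library. Camera with estimated correlation also removed the calls of the ribosomal protein list under shARNT (0.119) and the hypoxia list under shBMAL1 (0.176). The NES of the ribosomal protein list under shBMAL1 ran from −1.40 to −0.696 and that of the proteasome list under shARNT from −1.18 to 0.789 (without control replicate 2) across fits that left out a library. The cause was not tested. The probability for transcript length was 0.475 among genes that the direct comparison also called.

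Uncalled changes near 0 turned sign for ADM under shBMAL1 (from −0.0659, without shBMAL1 replicate 1, to 0.107 across fits that left out a library) and for PPP1R3C under shARNT (−0.00124 after GC correction, and from −0.0639, without control replicate 3, to 0.185 across fits that left out a library). The cause was not tested. Among the other values of named genes, alternatives other than leaving out a library made 6 calls weaker and 15 stronger out of 516, and leaving out a library made 18 weaker and 6 stronger out of 516.

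In each comparison 1 of the 10 splits of the 6 libraries gave as many genes, and that was the real one. With 10 splits the share cannot fall below 0.1.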

Other observations

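The tests of a single control library, of the difference in interferon-stimulated genes between knockdowns and of readthrough rows were chosen after the results were seen. The other tests were set out before their values were computed, on patterns noticed in the same data.

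The overlap of lowered genes exceeded what shared control libraries produced. Simulated independent effects gave at most 652 genes lowered by both, against 1624 observed, and a correlation of at most 0.157, against 0.523. Readthrough rows and their component genes, between which reads may be shared, made up 0.554% of these 1624 genes. Other overlapping genes and genes with near-identical copies were not counted. What the shared genes have in common with each other, beyond a control group that stands apart from both knockdowns, remains open, since 915 of them did not differ between the knockdowns.

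Interferon-stimulated genes were prominent among the most lowered genes, with OAS2, EPSTI1 and IFI27 among the 4 named under shARNT and OAS2 and MX2 among the 4 named under shBMAL1. Apart from 7 such genes that drew attention to this (OAS2, MX2, IFI27 and EPSTI1, with OAS1, MX1 and IFI6 chosen after their values were seen), all 7 lower in both knockdowns, a list of 38 others was lower under shARNT (NES −2.66, adjusted p 5.57e-15, fry 2.74e-05) and shBMAL1 (NES −2.57, adjusted p 2.06e-14, fry 2.74e-05). Their median log2 fold changes were −0.64 and −0.80, and 32 of the 38 were called lower in both. A single aberrant control library is argued against, since the list's median was 0.73 to 0.77 above the knockdown mean on the log2 scale in the 3 control libraries and at most 0.10 in the knockdown libraries. RNA from leukocytes in the control libraries is argued against too, as the median over 15 leukocyte markers was 0 normalised counts in shControl, where 9 markers had 0 counts and 4 had 10 or more. The highest were CSF1R at 440 and LAPTM5 at 170 counts, and PTPRC was among those at 0 (all chosen after their values were seen). Expressed markers moved with the pattern, as 2 of the 3 tested under shARNT and 4 of the 6 tested under shBMAL1 were called lower, but leukocytes would bring the markers at 0 as well. A candidate explanation is an interferon response particular to the shControl cells, for instance to the control vector. The list's median direct log2 fold change was −0.075. This explanation cannot be told apart from a loss of the response in both knockdowns, because untransduced cells were not analysed here. Whether the libraries of a group came from separate transductions was not stated. A control-side response alone leaves the smaller difference between the knockdowns unexplained (direct NES −1.61, adjusted p 0.00814, fry 0.0149), with 10 genes lower and 4 higher in shBMAL1.

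ARNT mRNA fell slightly under shBMAL1, so the lower hypoxia genes there could follow from less ARNT. If that were the whole cause, no hypoxia gene should fall further under shBMAL1 than under shARNT, yet 17 of the genes lowered by shBMAL1 were lower there than in shARNT, PLAUR among them. Of these, 8 were also called lower under shARNT. GAPDH and ENO1, chosen after their values were seen, were among the 17, although GAPDH has near-identical pseudogenes and its counts are uncertain. ARNT protein was not analysed here. The study described slightly more of it, not less, after BMAL1 was depleted, which also counts against this explanation.

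Genes typical of liver and proximal tubule were prominent among those raised by shBMAL1, such as SLC2A2, ITIH2 and LBP. A list of 40 further genes of this kind was tested as a hypothesis of a wider rise. Of the 21 tested, 12 were higher under shBMAL1 (NES 2.35, adjusted p 2.09e-07, fry 2.74e-05), and the list was also higher in shBMAL1 than in shARNT (NES 2.20, adjusted p 2.12e-06). Under shARNT it was not called (NES −1.11, adjusted p 0.335, fry 0.133 in the other direction), with 5 of 14 genes higher and 1 lower. RNA from hepatocytes is argued against as the source, because it would bring all their abundant transcripts, while the 6 abundant hepatocyte genes had a median of 23.8 counts in shBMAL1, against 449 for ITIH2. In shBMAL1 ALB had 2.35 and APOA1 0.326 counts. Other members of the 6 did rise, and 3 of the 4 tested were called higher. TF went from 12.4 to 85.9 and FGB from 1.67 to 45.3 mean counts, and SERPINA1, which the control cells also expressed, from 5560 to 11192 (members chosen after their values were seen). Of the 8 genes that drew attention to this kind, 6 were also higher under shARNT and 0 were lower. Their median log2 fold change was 1.5 under shARNT and 4.2 under shBMAL1. The rise of these genes was thus not confined to shBMAL1, although all 8 were higher there than in shARNT. The part beyond that under shARNT may be a property of the shBMAL1 cells, whether through BMAL1 or through outgrowth of some cells. An independent shRNA was not analysed here.

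GC content differed between genes lowered by only one shRNA, and library GC content bias is a possible explanation. The rank correlation of each library's deviations with GC content was 0.0506, 0.0481 and 0.205 in shControl, 0.0534, −0.11 and −0.162 in shARNT and 0.168, −0.212 and −0.0498 in shBMAL1, so it varied within groups as widely as between them. Removing each library's trend left a difference of 0.959 percentage points from 1.92. Whether the removed part was technical cannot be told apart from real changes that follow GC content, since the correction takes out both.

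Some rows jumped between replicates of a group. MINOS1-NBL1, a readthrough row that joins neighbouring genes, had 2254, 0 and 424 normalised counts in the 3 control libraries, and its component NBL1 had 0, 2258 and 1631 (both named after their values were seen). Of 54 readthrough rows with a mean of at least 50 counts, 5 varied at least 2-fold within a group. The sum of the row and its components did so in 0 of these 5. This count cannot decide whether the counting moved reads between them, since an abundant component alone can hold the sum under 2-fold. MINOS1, the other component of MINOS1-NBL1, had 4764, 5062 and 4395 counts in the control libraries. For that row, reads moved by the counting would give what was seen, as NBL1 was high where the row was low. The median of the largest fold within a group was 8.29 for these rows and 1.23 for the sums. Readthrough rows do not cover all such jumps. Of 12936 rows with a mean of at least 50 counts, 9 varied at least 5-fold within a group, and 4 of them were readthrough rows or components in this set. The other 5 were INMT-FAM188B, PRH1, MDC1-AS1, LOC105375785 and a row whose symbol had become a date, all chosen after their values were seen. The cause of their jumps was not tested.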
